A study of Mus musculus with 4 samples.

How the data were processed

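The series holds single-cell RNA sequencing of cells from mouse liver that the labels call biliary epithelial cells (BECs, the cells that line the bile ducts). The genotype is given as Sox9EGFP. There were 4 mice, each giving 1 library: 2 labelled as 7 days after sham surgery and 2 labelled as 7 days after bile duct ligation (BDL), an operation that ties off the bile duct. The mouse was the replicate, n = 2 per group, and replicate numbers were given in sample order, so they pair nothing across groups.

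Per the labels' protocols, fixed cells were barcoded by split-pool combinatorial barcoding (Evercode Whole Transcriptome, Parse Biosciences) with random hexamer and oligo(dT) primers. The deposited matrices hold counts of transcripts (unique molecular identifiers, UMIs) per cell and gene, per the file headers, with no normalization. Each cell's sum equalled the transcript count in the deposited cell table. That table also gives counts of reads and detected genes, the barcoding wells and 1 of 8 sublibraries per cell. The reference is named mm39refseq per the file headers. The software, the threshold for a cell and the treatment of doublets are not stated in the labels or headers. The gene table identifies genes by symbol, and 31933 of its 50766 genes had a count in at least 1 cell. The annotation at hand is of another mouse assembly, so no coordinates are given. It served only to look up span and GC content, which 90.3% of the genes tested in BEC-like cells matched by symbol.

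The cell tables carry a group name of their own. For sham replicate 2 that name is BDL, and for BDL replicate 2 it is sham. For the other 2 libraries it matches the sample label. Samples were grouped by their labels throughout, and every group name below stands for the label.

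Cells with fewer than 500 UMIs (7 cells) or more than 20% mitochondrial UMIs (11 cells) were left out of 12211, leaving 12193. Scrublet, run per library, called 30 doublets, 0.246% of the cells. So low a share was taken as a sign that most doublets were missed, which was not tested. The 30 were removed, leaving 12163 cells. Removal of the 5% of cells with the highest doublet score in each library was added as an alternative after the data were examined. Counts were scaled per cell and log transformed. The 2000 most variable non-mitochondrial genes gave 30 principal components, and cells were clustered with the Leiden method at resolution 1 on a shared-neighbour graph of 20 neighbours (Python, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, scanpy 1.11.5, leidenalg 0.10.2).

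Clusters were named from marker lists of 13 classes fixed before the data were examined. The scoring rule was set afterwards: at least 3 markers, each detected in at least 5% of the cluster's cells and more than 2-fold above the cells compared. Clusters that met it for a non-biliary class against all other cells were named first. The rest were compared with the non-biliary cells and called BEC-like on the 11 biliary markers. A class name says only which markers led, and the macrophage-like cluster also met the limits for 4 B-cell markers. No cluster had a marker of another class among its top 10 genes by fold.

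Counts were summed per library over BEC-like cells, and over cells of each other class with at least 30 cells in every mouse. The sums were tested with edgeR 4.0.16 (R 4.3.3): TMM normalization, the default filter on low counts, quasi-likelihood F test, two-sided, BDL against sham, Benjamini-Hochberg adjustment, threshold 0.05. Standard errors of log2 fold changes were derived from the F statistic. CPM are scaled by TMM unless stated otherwise. The 9 gene lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01. The fits were tested on simulated data. With 200 genes changed by 2 on the log2 scale, the fit of BEC-like sums recovered 100% of them with 12 false calls among 15602 genes. The fit of mesenchymal-like sums recovered 93.0% with 6 false calls among 8219 genes.

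Shares of cells were compared by an exact permutation test of the 4 libraries, two-sided, which with 2 against 2 cannot go below p = 0.33. Single shares carry exact Clopper-Pearson 95% intervals, which cover counting error only. For the cycling share, each cell was thinned to 1000 UMIs in 1 random draw and shallower cells were left out. A cell counted as cycling with at least 1 UMI of Mki67 or Top2a. For subclusters, BEC-like cells were clustered again at resolution 0.5, leaving out of the variable genes the 6530 genes at an unadjusted p under 0.05.

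The genes named were set by a rule fixed before the data were examined. In BEC-like cells these are the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 20 CPM and both BDL libraries on the same side of both sham libraries. To them come up to 3 members of each list with the smallest adjusted p, if under 0.05, and Krt19, Krt7, Epcam, Sox9 and Spp1 whatever their values. In other classes the rule took the 2 largest rises and falls. Of the 42 genes it set, 2 list members are not reported here, and no other genes took their place. The gene table has no entry named EGFP, so the transgene was not analysed here.

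Alternatives fixed before the data were examined were DESeq2 1.42.0, RLE factors, other filters on genes and cells, equal depth, other clusterings, a naming of BEC-like cells cell by cell, each sublibrary alone, other list tests and each library left out in turn. Removal of trends with gene span and GC content was added afterwards, as were a comparison of the levels of called genes with those in other classes and the interaction of class and group with the mouse as a block. In simulated counts the interaction test recovered 88.5% of 200 changed genes with 7 false calls among 14762.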

Results

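The series profiled single cells labelled as biliary epithelium from 4 mouse livers to compare the state of these cells 7 days after bile duct ligation with that after sham surgery. The libraries held 2863 cells (sham replicate 1), 3194 cells (sham replicate 2), 2089 cells (BDL replicate 1) and 4065 cells (BDL replicate 2). Their totals were 10591166, 10024577, 15414831 and 33809650 UMIs. The median UMIs per cell were 3260 and 2610 in the libraries labelled sham and 7058 and 7793 in those labelled BDL, with 2.19 to 2.23 reads per UMI. Each library was spread over all 8 sublibraries. As a check that no library was present under 2 sample names, replicates were compared over genes with at least 20 UMIs in BEC-like cells. Chi-square per degree of freedom was 25.4 between the sham libraries and 37.9 between the BDL libraries.

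The group names inside the cell tables contradict the sample labels for sham replicate 2 and BDL replicate 2. The 4 libraries can be split into 2 pairs in 3 ways. Over summed BEC-like counts, edgeR called 4391 genes when the libraries were split by the labels and 0 when they were split by the names in the cell tables (28 genes at an unadjusted p under 0.05). The remaining split gave 0 genes (173 unadjusted). Across 16054 genes, log2 CPM correlated at 0.982 between the 2 libraries labelled sham and at 0.978 between those labelled BDL, against 0.921 to 0.942 across the labels. Genes are not independent replicates. Which pair had the ligation rests on the 2 libraries whose label and cell table match, sham replicate 1 and BDL replicate 1. Group names below refer to the libraries as labelled.

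Clustering gave 19 clusters in 5 named classes. BEC-like cells were 91.7% of sham replicate 1 (exact 95% interval 90.6 to 92.7), 81.8% of sham replicate 2 (80.4 to 83.1), 94.6% of BDL replicate 1 (93.5 to 95.5) and 94.1% of BDL replicate 2 (93.3 to 94.8). The means were 86.8% ± 6.99 (SD, n = 2) in the sham libraries and 94.3% ± 0.347 (SD, n = 2) in the BDL libraries. The difference of 7.56 percentage points gave p = 0.33 in the exact permutation test, the smallest this design allows. Leaving out either sham library moved it most, to 12.5 points without sham replicate 1 and to 2.62 points without sham replicate 2.

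Mesenchymal-like cells were 6.54% and 12.8% of the sham libraries and 3.41% and 3.21% of the BDL libraries, a mean difference of -6.39 percentage points (exact permutation p = 0.33). Without sham replicate 2 it was -3.23 points. Endothelial-like cells were 1.40% and 3.85% against 0.913% and 0.838%, and macrophage-like cells 0.280% and 0.347% against 0.768% and 1.04% (exact permutation p = 0.33 for each). The endothelial-like difference of -1.75 points was -0.52 without sham replicate 2 and -2.98 without sham replicate 1. Hepatocyte-like cells were 0.0700% and 1.14% against 0.336% and 0.838%, and the groups overlapped (exact permutation p = 1). The 5 classes make up one whole, so their shares do not move independently, and with 2 libraries per group complete separation arises by chance in 33.3% of cases. Per the series text, the cells were sorted and include non-biliary cells. All 5 shares are of those sorted cells and do not give the make-up of the liver.

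In BEC-like cells, 4391 of 16054 genes differed between the groups by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2294 higher and 2097 lower in the BDL libraries. The biological coefficient of variation was 0.166. The sums held 9743839 and 8395539 UMIs in the sham libraries and 14622501 and 31997177 in the BDL libraries. Thinning all 4 to the shallowest total gave 4021 genes. Apart from single sublibraries, the alternative that moved the count most was leaving out sham replicate 1, which gave 1443 genes. Without sham replicate 2 the count was 1513. BDL replicate 2 alone had a high level of Xist, and without it the count was 4463. DESeq2 called 3649 genes, of which 3419 were also called by edgeR in the same direction.

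The largest rise by the fixed rule was in Nos2, from 6.70 ± 2.60 to 369 ± 28.0 CPM (SD, n = 2 per group; log2 fold change 5.76, SE 0.24, edgeR adjusted p = 0.000157). Ccl2 rose from 15.2 ± 3.80 to 485 ± 59.6 CPM (log2 fold change 4.99, SE 0.21, edgeR adjusted p = 0.000157). Wfdc18, Ltbp2 and Il1rn followed with log2 fold changes of 4.63, 4.42 and 4.39. The largest fall was in Lamc3, from 107 ± 32.5 to 4.76 ± 1.47 CPM (log2 fold change -4.54, SE 0.30, edgeR adjusted p = 0.000338). Ahsg changed by -4.51, Stxbp5l by -4.10 and Kcnma1 by -4.10 on the log2 scale. Kcnma1 stood at 1020 and 442 CPM in the sham libraries. Alb fell from 925 ± 164 to 59.7 ± 17.3 CPM (log2 fold change -3.96, SE 0.24, edgeR adjusted p = 0.000320). Alb and Ahsg are also abundant in hepatocyte-like cells, which were pooled over both groups for this comparison. In BEC-like cells of the sham libraries they stood at 23.6% and 6.04% of the level in those cells.

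Of the 5 biliary genes reported whatever their values, Krt7 was higher in the BDL libraries, 178 ± 27.1 against 72.3 ± 2.16 CPM (log2 fold change 1.30, SE 0.14, edgeR adjusted p = 0.00136). Krt19 was at 540 ± 105 against 370.0 ± 41.8 CPM, with an adjusted p of 0.0493 in edgeR. That adjusted p was above 0.05 under 7 alternatives, 3 of them with 1 library left out (highest 0.238), and in 5 of the 8 single sublibraries. The changes of Epcam (0.38), Sox9 (-0.33) and Spp1 (-0.12) on the log2 scale had edgeR adjusted p-values of 0.0652, 0.158 and 0.535. Without BDL replicate 2, Epcam (0.43, adjusted p = 0.0496) and Sox9 (-0.50, adjusted p = 0.0200) passed the edgeR threshold. Epcam also did with DESeq2 (adjusted p = 0.0119) and in edgeR with no filter on low counts (adjusted p = 0.00151).

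**Figure D1:**
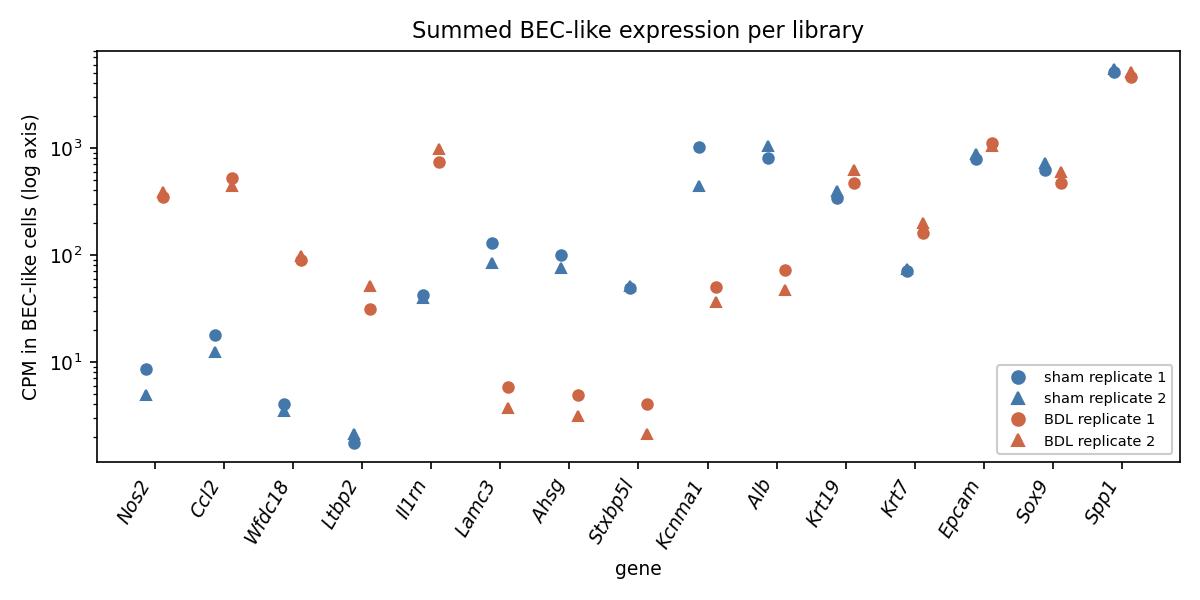
Expression of 15 genes in summed BEC-like cells, with CPM on a log axis and 1 point per library. The 5 genes with the largest rise and the 5 with the largest fall are separated between the groups by the rule that chose them, while Spp1 lies at 5270 CPM (mean of the sham libraries) and 4836 CPM (mean of the BDL libraries).

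The 9 gene lists were set before the data were examined. By camera with adjustment over the lists, 4 passed 0.05. The Proliferation list was higher in the BDL libraries (median log2 fold change 1.5, adjusted p = 5.82e-06, 14 of 15 genes up), as was the Inflammatory list (1.81, adjusted p = 2.87e-07, 13 of 15 up) and the Profibrogenic list (0.77, adjusted p = 0.0418, 7 of 10 up). The Interferon list was lower (-1.05, adjusted p = 0.00102), with 1 of 10 genes up. The other lists gave adjusted p-values of 0.0870 (Senescence, median 0.31), 0.129 (MHC class II, -0.60), 0.373 (YAP targets, 0.25), 0.552 (Notch, -0.25) and 0.862 (Bile transport). For Bile transport the median was 0.27 and the mean -0.14, so its sign is undetermined. Under fry the same 4 lists and Senescence passed. With camera and the correlation estimated from the data 0 lists passed (1 at an unadjusted p under 0.05), and the smallest adjusted p was 0.325. Profibrogenic also missed the threshold without sham replicate 1 (adjusted p = 0.0617).

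Adjusted over the list alone, 11 Proliferation genes were higher and 1 lower, against 9 and 0 with adjustment over all genes tested. For the Inflammatory list 13 were higher adjusted over the list alone, against 12 over all genes. For the Interferon list 7 were lower, against 6. For the Profibrogenic list 5 were higher either way, and 1 was lower adjusted over the list alone. Of the lists that did not pass, YAP targets had 6 higher and 6 lower adjusted over the list alone (6 and 5 over all genes), Notch 2 and 4 (2 and 2), and Bile transport 2 and 3 (2 and 2). Senescence had 2 higher and MHC class II 1 higher and 1 lower either way. The members with the smallest adjusted p were Top2a (log2 fold change 2.27), Mki67 (2.93) and Mcm3 (1.74) for Proliferation. After Ccl2, the Inflammatory list was led by Csf1 (2.36) and Lcn2 (2.54). Pdgfb (2.13), Itgb6 (2.36) and Ccn2 (1.12) led the Profibrogenic list. Cdkn2b (2.51) was among the Senescence genes called. Ifit3 (-2.55) and Rsad2 (-1.51) were among the Interferon genes called, both at low levels. Ifit3 stood at 4.48 CPM in the sham and 0.759 CPM in the BDL libraries, and Rsad2 at 9.83 and 3.42 CPM. In edgeR, Rsad2 lost its call at clustering resolution 2 (-0.43, adjusted p = 0.499) and with BEC-like cells named cell by cell (-0.50, adjusted p = 0.435). Pooled over the libraries, Rsad2 was at 653 CPM (not scaled by TMM) in macrophage-like and 5.28 CPM in BEC-like cells. A few macrophage-like cells among the BEC-like ones can therefore shift it.

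In lists that did not pass, single members went both ways. Notch1 (-2.11) and Hes1 (-0.99) were lower and Jag1 (0.72) was higher. Abcc3 (-1.46) was lower, while Abcc4 (1.03) and Cftr (1.20) were higher. Cd74 (1.43) was higher and H2-Eb1 (-1.92) lower, the latter at a low level (3.59 CPM in the sham and 0.985 CPM in the BDL libraries). Ccn2 (1.12), Myof (1.07) and Arhgef17 (0.88) were higher. All of these had edgeR adjusted p-values under 0.05. Arhgef17 and H2-Eb1 lost that call when either sham library was left out, as did Jag1 without sham replicate 1 and Hes1 without sham replicate 2.

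**Figure D2:**
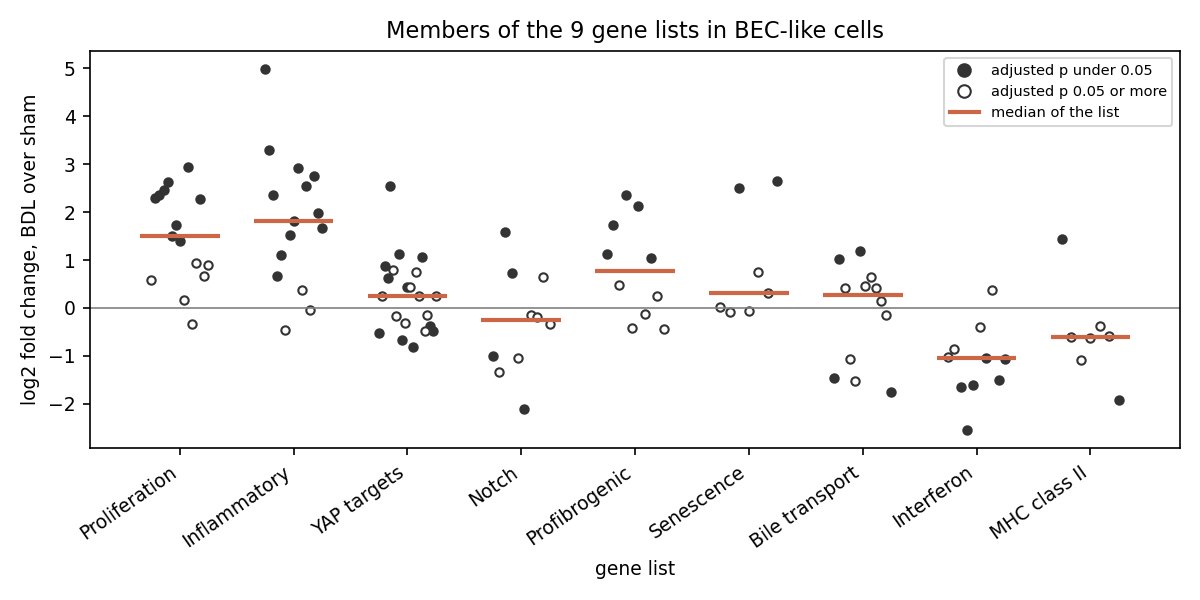
Log2 fold change (BDL over sham) of each tested member of the 9 gene lists in BEC-like cells, 1 point per gene, with filled points at an adjusted p under 0.05 and a line at each list's median. The medians of Proliferation (1.5) and Inflammatory (1.81) lie highest and that of Interferon (-1.05) lowest.

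The share of cycling BEC-like cells was 2.17% (exact 95% interval 1.64 to 2.81) in sham replicate 1, 1.69% (1.22 to 2.28) in sham replicate 2, 9.09% (7.86 to 10.4) in BDL replicate 1 and 7.81% (6.98 to 8.71) in BDL replicate 2 after thinning to 1000 UMIs. Thinning left out 85 and 107 cells of the sham libraries and 0 of the BDL libraries. The means were 1.93% ± 0.338 and 8.45% ± 0.905 (SD, n = 2 per group; exact permutation p = 0.33). The intervals of the groups did not overlap. The alternative that moved this most was no thinning, with 5.84% and 4.32% against 25.5% and 25.6% and a difference of 20.4 points in place of 6.52. In mesenchymal-like cells the thinned shares were 1.10% and 3.04% against 12.7% and 3.08%, with median depths of 3223 and 2243 against 6294 and 7219 UMIs. The BEC-like medians were 3296 and 2756 against 7130 and 7876 UMIs. Mki67 stood at 14.3 ± 8.27 against 111 ± 16.0 CPM in BEC-like cells, and Top2a at 12.8 ± 4.21 against 62.7 ± 6.34 CPM. In the other 3 classes at most 3 cells per library counted as cycling after thinning, and at most 8 without thinning, too few to compare.

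**Figure D3:**
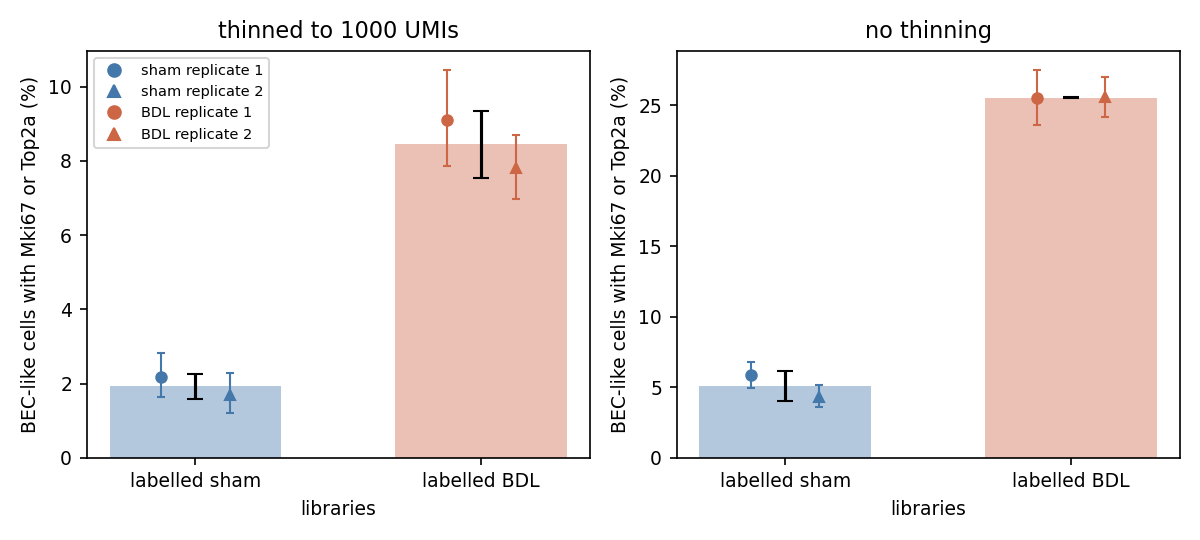
Percentage of BEC-like cells with at least 1 UMI of Mki67 or Top2a, after thinning to 1000 UMIs (left) and without thinning (right, on a longer axis). Bars are group means with SD (n = 2), and points are libraries with exact 95% binomial intervals; the thinned means are 1.93% and 8.45%.

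Mesenchymal-like cells were the only other class with at least 30 cells in every mouse (187, 407, 71 and 130 cells). Their sums held 513495 to 1206052 UMIs. There edgeR called 616 of 8609 genes, 235 higher and 381 lower in the BDL libraries, and DESeq2 called 365, of which 343 were shared in direction. The class comprised 4 clusters whose proportions differed: the largest held 57.2% and 76.2% of the class in the sham libraries and 40.8% and 16.9% in the BDL libraries. Changes within cells and changes in which cells were present are not separated in the 616 genes. By the fixed rule, Kcnq3 (log2 fold change 5.91) and Serpina3n (4.80) rose most and Negr1 (-6.02) and Inmt (-5.46) fell most, with edgeR adjusted p-values of 0.00293, 0.00293, 0.0234 and 0.00194. Kcnq3 was at 0 and 0.907 CPM in the sham libraries and Negr1 at 0 and 0.949 CPM in the BDL libraries, so the size of these fitted changes depends on the prior count. Negr1 was at 92.5 CPM in sham replicate 1 and 15.4 CPM in sham replicate 2, and without sham replicate 1 its adjusted p was 0.0522.

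Clustered without the genes that differed between the groups, BEC-like cells formed 8 subclusters. In 4 of the 8 the 2 BDL libraries lay on one side of both sham libraries, where chance gives 33.3%. The largest difference was in a subcluster of 2483 cells that held 34.7% and 49.96% of the sham libraries' BEC-like cells against 7.62% and 3.36% of the BDL libraries'. Another of 3133 cells held 15.9% and 12.9% against 37.4% and 43.1% (exact permutation p = 0.33 for both). None of the 8 was over 90% from one group. At resolution 1, also without the differing genes, 2 of 12 subclusters were, and with the differing genes kept 7 of 9 were.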

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

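The tests of an interaction and of a change in cell make-up below were chosen after the gene values in each class had been seen, and before their own results were. Of the 40 genes named, 26 were tested in both BEC-like and mesenchymal-like cells, and for 13 the effect of group differed between the classes by edgeR's interaction test with the mouse as a block (adjusted p from 1.45e-15 to 0.0498). Across 15273 genes that test called 1132. The effect was larger in BEC-like cells for 12 of the 13, which the choice of most of these genes for their change in BEC-like cells makes expected, so that count says nothing about the classes.

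The difference (log2 fold change in BEC-like minus mesenchymal-like cells) was 6.06 for Ccl2, 2.46 for Itgb6, 2.30 for Ltbp2, 1.74 for Csf1, 1.64 for Arhgef17, 1.59 for Top2a, 1.47 for Ccn2 and 1.35 for Abcc4. It was -0.91 for Hes1, -1.81 for Notch1, -2.35 for Kcnma1 and -3.37 for Lamc3. For Negr1, chosen in mesenchymal-like cells, it was 5.04 and rests on few counts. For the other 11 genes beside Ccl2 and Arhgef17, no technical or biological explanation was tested.

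Ccl2 and Arhgef17 moved in opposite directions, with both BDL libraries on one side of both sham libraries in each class. Ccl2 changed by 4.99 in BEC-like and by -1.08 in mesenchymal-like cells on the log2 scale. Arhgef17 changed by 0.88 and -0.77. The falls in mesenchymal-like cells did not pass the threshold by themselves (adjusted p of 0.0533 and 0.0742). The adjusted p of edgeR's interaction test was 1.45e-15 for Ccl2 and 6.58e-05 for Arhgef17. With the mouse as a block, its error is how the gap between the classes varied from mouse to mouse. With so few mice, that error was estimated in part from other genes. Under that shared estimate, the values argue against chance as the source of the difference.

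A change in which mesenchymal-like cells were present is a candidate explanation of the falls in that class. Within its largest cluster the BDL libraries lay between the sham libraries for both genes. Ccl2 was at 296 and 151 CPM (not scaled by TMM) in the sham libraries and 203 and 181 in the BDL libraries there, and Arhgef17 at 151 and 228 against 168 and 202. The BDL values rest on 26 to 34 UMIs each, so a small fall was not detectable at this depth. The BDL libraries had 57.7% and 78.5% of their mesenchymal-like cells in a cluster led by collagen genes, which held 1.07% and 0.246% in the sham libraries. Genes that differ between the groups were kept in this clustering, so cells that changed after the ligation could leave the largest cluster. The values there therefore cannot tell a change in which cells were present from a change within the same cells. The candidate explanation concerns the mesenchymal-like falls only and leaves the rises in BEC-like cells as they are. A biological difference due to the ligation stays open and untested.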

How the results depend on the processing

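No paired analysis was possible because the labels give no replicate numbers. The removal of the highest doublet scores and of trends with gene span and GC content was chosen after the data were seen. Where 1 library was left out, the lone library of its group was assumed to vary like the other group.

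The count of genes called in BEC-like cells stayed within 1.5 times of 4391 under 15 alternatives to the processing, from 3308 (genes of at least 10 CPM in 2 mice) to 5942 (no filter on low counts). The share of calls higher in BDL was 52.2%, against 61.2% with DESeq2, 62.8% with no filter, 48.2% with genes of at least 10 CPM and 45.1 to 48.2% in single sublibraries. Leaving out 1 library gave 1443 to 6512 genes, with the low counts when a sham library was left out. All 4 of these fits tested at least 16370 genes, and the cause of the spread was not tested. Of the 4391 genes, 4374 to 4382 kept their sign in those 4 fits. Single sublibraries, which hold fewer cells, gave 618, 2351, 1850, 2191, 1999, 2019, 2238 and 1794 genes (sublibraries 1 to 8), of 5255 to 10945 tested.

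In mesenchymal-like cells, DESeq2 called 365 genes in place of 616. In simulated sums of this class it recovered 75.3% of changed genes against 93.0% for edgeR. The share for DESeq2 leaves out changed genes to which it gave no adjusted p, so the shares are not of the same genes. Leaving out 1 library gave 510 to 892. No other class qualified at 30 cells, and at 100 cells per mouse no class did, so that alternative gave no value.

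Of the 9 lists, 4 passed. With camera and the correlation estimated from the data 0 passed (1 at an unadjusted p under 0.05). The other settings gave 3 to 5, with Profibrogenic and Senescence crossing the threshold. The medians of all 9 lists kept their sign in the 7 alternatives that refit the fold changes. For Bile transport the median and mean had opposite signs in 5 of the 7.

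The BEC-like share differed by 6.10 to 8.11 points under 7 alternatives and by 2.62 to 12.5 when 1 library was left out. The hepatocyte-like difference of -0.0158 points changed sign with the stricter cell filter (0.0983), the highest doublet scores removed (0.0549) and resolution 0.5 (0.0350), and ranged from -0.549 to 0.517 when 1 library was left out, so it has no direction. For the other 2 minor classes the direction was the same throughout, but the macrophage-like difference fell from 0.589 to 0.253 points at resolution 2 and the endothelial-like one was -0.609 in place of -1.75 with the stricter cell filter.

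The cycling difference was 6.52 points and stayed positive throughout. It was 2.85 by 3 UMIs over the Proliferation list, 9.04 with thinning to 2000 UMIs, 20.4 without thinning, 5.80 with the stricter cell filter and 5.69 with BEC-like cells named cell by cell. A stricter definition and more UMIs per cell change it by construction. The cause was not tested for the other 2. Thinning was 1 random draw per setting and its spread was not measured, so an effect of the draw is not excluded. Sublibraries 1, 2 and 4 to 8 gave 3.49, 7.24, 7.30, 4.76, 7.58, 7.21 and 7.48. Leaving out 1 library gave 5.88 to 7.16.

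The number of subclusters separated between the groups was 4 of 8, 7 of 12 at resolution 1 and 7 of 9 with the differing genes kept. Leaving out 1 library gave 5 to 7, with 7 when BDL replicate 1 was left out, where fewer libraries separate more easily.

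Named genes gave 160 values with 1 library left out, of which 10 lost and 2 gained a call, and 267 values in single sublibraries, of which 18 lost one. Under 15 other settings they gave 537 values, of which 6 lost and 2 gained a call. One changed sign: Spp1, with no call in either fit, was at 0.0094 with no filter on low counts.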

Other observations

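Equal depth and leaving out a library were fixed beforehand, but their use as tests here was chosen after their results were seen. The tests of the immediate early genes in mesenchymal-like cells and of gene levels in other classes were set before their own results were seen. The other tests in this part were chosen after the values had been looked at.

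The 4391 genes called in BEC-like cells were weighed against technical explanations. Splitting the libraries by the group names in the cell tables gave 0 genes (28 at an unadjusted p under 0.05), which argues against those names as the true groups. If both labels and both table names were wrong together, the direction of every change would turn, and the data do not exclude that. With the summed UMIs of the 4 libraries thinned to one total, 3806 of the 4391 genes were also called in the same direction. The depth per cell was not made equal there. Span and GC content were known for 4081 of the 4391, and 3771 of these were also called with the trend with span removed and 4014 with the trend with GC content removed. These values argue against the depth of the sums and either trend as the whole cause. RNA from other cell classes stays open for part of the genes. Leaving out 437 genes that mark other classes gave 4309 genes, 4292 of them among the 4391 and in the same direction. That argues against those markers as the bulk of the calls. Mixing cannot raise a gene above its level in the class the RNA comes from, and of 2673 called genes with at least 20 CPM in their higher group, 862 (32.2%) were above every other class there, 518 of them higher and 344 lower in the BDL libraries. For those 862 genes this argues against added RNA as the source of the higher level. The rest of the 2673 were at or below their level in at least 1 other class, which decides nothing. No label or table gives a batch of mice or libraries that follows the groups, so none was tested. The ligation, the difference the labels name, stays open.

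The mice differed in sex-linked transcripts. BDL replicate 2 had 1953 CPM (not scaled by TMM) of Xist in BEC-like cells and 1.28 CPM of Uty, a gene of the Y chromosome. The other 3 libraries had 8.14 to 10.4 for Xist and 92.8 to 159 for Uty. The labels do not give the sex. Within the 3 libraries with Y-linked transcripts, edgeR called 4463 genes, 3718 of them among the 4391 and in the same direction, which argues against a difference in sex as the whole cause. With 1 such library in 1 group, an effect of sex itself was not tested.

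Those 3 libraries held 305 Xist UMIs, spread over 281 BEC-like cells. Only 3.61% of the UMIs lay in cells with at least 5, while 99.1% did in BDL replicate 2. Whole misassigned cells or doublets are therefore an unlikely source. The mean level was 0.489% of that in BDL replicate 2, and free RNA or barcode exchange between the libraries stays open.

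Cells of the BDL libraries held more UMIs. The mean of the library medians was 2.48 times that of the sham libraries in BEC-like cells, 2.47 times in mesenchymal-like, 2.18 times in endothelial-like, 2.71 times in hepatocyte-like and 1.65 times in macrophage-like cells. Macrophage-like cells of sham replicate 1 and BDL replicate 1 had close medians, 3366 and 3374 UMIs, from 8 and 16 cells. A higher yield of the whole library and more RNA per cell after the ligation cannot be told apart, since the smaller classes hold too few cells to show whether the gain was uniform.

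Alb, a hepatocyte gene, was detected in 76.2% and 73.4% of the BEC-like cells of the sham libraries and in 31.7% and 24.6% of those of the BDL libraries. The latter cells were deeper. In the sham libraries its level was 23.6% of that in the 79 hepatocyte-like cells. Those were pooled over both groups, with 2 and 36 cells from the sham libraries and 7 and 34 from the BDL libraries. The shares given here therefore do not compare cells of the sham libraries alone. Free RNA from hepatocytes would bring their other abundant transcripts at a like share. The other 7 fixed hepatocyte markers with at least 100 CPM in hepatocyte-like cells stood at a median of 0.726%, from 0.0570% for Fgb to 6.11% for Cps1 and 10.1% for Hamp. Ahsg, which is not among the fixed markers, stood at 6.04% and fell from 88.3 to 4.03 CPM alongside Alb. Free RNA is thus unlikely to be the whole source of Alb. The markers were fixed beforehand, but the use of their median was settled after their values were known; by Hamp, Cps1 or Ahsg the contrast is weaker, and free RNA stays open as part of the source. A hypothesis is that BEC-like cells of the sham mice transcribed Alb and held less after the ligation. Hepatocyte-like cells that themselves had lost RNA or were mixed were not ruled out.

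Immediate early genes, which respond within minutes to handling of tissue, were lower in BEC-like cells of the BDL libraries. Of 15 listed, 12 were called lower and 1 higher, with a median log2 fold change of -1.28. In mesenchymal-like cells the median was -0.44, with 11 of 15 below 0 and 0 called by edgeR (5 at an unadjusted p under 0.05). Handling of the whole sample and a response of BEC-like cells cannot be told apart here, because the mesenchymal-like values lean the same way but are too imprecise.

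A cluster of 13 BEC-like cells, 2, 1, 1 and 9 per library in the order used above, stood apart. Its name is not firm, since it met the limits for 4 of the 11 biliary markers, against 10 or 11 in the other BEC-like clusters. With no cell filter, and with doublets kept, a cluster with the same cell counts per library was left unnamed. Of 13 markers of tuft cells, chemosensory epithelial cells, 10 had over 3 UMIs in the 13 cells, each at least 22.1 times its level in other BEC-like cells. Trpm5 had 59 UMIs there and 24 elsewhere. The cells may be tuft-like cells, which is a hypothesis, since several of these genes had been seen in the cluster before the list was written. Their median depth was 0.816 of their own libraries' medians, which gives no sign of doublets. With 9 of 13 cells from 1 library, no comparison of the groups was made.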
